# T cell deficiency in spinal cord injury: altered locomotor recovery and whole-genome transcriptional analysis

**DOI:** 10.1186/s12868-015-0212-0

**Published:** 2015-11-06

**Authors:** David Satzer, Catherine Miller, Jacob Maxon, Joseph Voth, Christina DiBartolomeo, Rebecca Mahoney, James R. Dutton, Walter C. Low, Ann M. Parr

**Keywords:** Spinal cord injury, Inflammation, Locomotor function, Neuronal cell death, Axonal regeneration

## Abstract

**Background:**

T cells undergo autoimmunization following spinal cord injury (SCI) and play both protective and destructive roles during the recovery process. T cell-deficient athymic nude (AN) rats exhibit improved functional recovery when compared to immunocompetent Sprague–Dawley (SD) rats following spinal cord transection.

**Methods:**

In the present study, we evaluated locomotor recovery in SD and AN rats following moderate spinal cord contusion. To explain variable locomotor outcome, we assessed whole-genome expression using RNA sequencing, in the acute (1 week post-injury) and chronic (8 weeks post-injury) phases of recovery.

**Results:**

Athymic nude rats demonstrated greater locomotor function than SD rats only at 1 week post-injury, coinciding with peak T cell infiltration in immunocompetent rats. Genetic markers for T cells and helper T cells were acutely enriched in SD rats, while AN rats expressed genes for T_h_2 cells, cytotoxic T cells, NK cells, mast cells, IL-1a, and IL-6 at higher levels. Acute enrichment of cell death-related genes suggested that SD rats undergo secondary tissue damage from T cells. Additionally, SD rats exhibited increased acute expression of voltage-gated potassium (K_v_) channel-related genes. However, AN rats demonstrated greater chronic expression of cell death-associated genes and less expression of axon-related genes. Immunostaining for macrophage markers revealed no T cell-dependent difference in the acute macrophage infiltrate.

**Conclusions:**

We put forth a model in which T cells facilitate early tissue damage, demyelination, and K_v_ channel dysregulation in SD rats following contusion SCI. However, compensatory features of the immune response in AN rats cause delayed tissue death and limit long-term recovery. T cell inhibition combined with other neuroprotective treatment may thus be a promising therapeutic avenue.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12868-015-0212-0) contains supplementary material, which is available to authorized users.

## Background

The role of the immune system in spinal cord injury (SCI) is complex, controversial, and relevant to the pathophysiology and treatment of SCI. The literature supports both positive and negative effects of the immune system in functional recovery after SCI [1, 2]. T cells, which help coordinate the immune response, have received substantial attention for their role in SCI.

Systemic spread of central nervous system (CNS) antigens after SCI leads to the formation of autoimmune T cells [3, 4] that migrate to the injury site, reaching peak accumulation at 1 week post-injury [5, 6]. Helper T cells are responsible for macrophage recruitment and activation, which has been shown to produce focal axonal injury and demyelination [7, 8]. These cells also cause formation of autoimmune B cells that produce antibodies to CNS proteins [9]. Meanwhile, autoimmune cytotoxic T cells have been demonstrated to produce significant white matter pathology [10, 11]. Interestingly, while myelin-reactive T cells are associated with tissue loss and functional impairment [12, 13], these same cells have been found to secrete neuroprotective factors and prevent secondary damage to the spinal cord via “protective autoimmunity” [14–16].

T cell suppression appears to improve recovery from SCI. T cell inhibitors including cyclosporine [17, 18], fingolimod [19], and integrin inhibitors [20, 21] have been shown to improve neurological function after SCI, though their benefit may depend upon injury severity [22]. T cell-deficient athymic nude (AN) rats demonstrate superior locomotor function after transection injury compared to immunocompetent Sprague–Dawley (SD) rats [23]. The effects of T cell deficiency in nervous system trauma are not limited to SCI; T and B cell-deficient *RAG1*^−/−^ mice suffer less damage from traumatic brain injury [24].

In order to characterize the whole-genome response to SCI, researchers have employed microarrays [25, 26] and RNA sequencing (RNA-seq) [27]. Gene transcripts associated with inflammation, cell death and survival, tissue and vascular repair, and nervous system function and development are most highly represented in the injury epicenter [25–29]. The only study to examine gene expression differences between AN and SD rats [25] employed microarray analysis—a more limited technique than RNA-seq—and found only 80 genes that differed between the two strains.

In the present study, we assessed (1) locomotor recovery and (2) gene expression in the injury epicenter, following SCI, in both SD and AN rats. We focused on the acute (1 week post-injury, when the T cell response is maximal) and chronic (8 weeks post-injury) phases of recovery. Based on previously findings after spinal cord transection, we hypothesized that AN rats would show sustained superior locomotor function after injury compared to SD rats. We subsequently used RNA-seq to identify gene expression differences between the two strains that could explain variation in locomotor function.

## Methods

### Spinal cord injury and postoperative care

All studies were approved by the University of Minnesota Institutional Animal Care and Use Committee (IACUC). Age-matched adult (16–18 week old) female SD (Hsd:SD, N = 15) and AN (Hsd:RH-*rnu*/*rnu*, N = 15) rats (Charles River, Wilmington, MA, USA) received moderate contusion injury using the Infinite Horizon impactor (Precision Systems, Lexington, KY, USA). Briefly, animals were anesthetized with isoflurane and underwent T8/T9 laminectomy followed by spinal cord impact at a force of 200 kdyn. Animals received buprenorphine (0.05 mg/kg SC q12 h) for 3 days after surgery to moderate acute pain, and amoxicillin (14 g/L in drinking water) for 7 days after surgery to prevent urinary tract infection as part of standard postoperative care. Urine was expressed manually twice daily for the first 3 days after surgery and daily thereafter until the return of independent urination. Animals were assigned to either the acute (1 week, N = 5 per strain) or chronic (8 weeks, N = 10 per strain) recovery phase groups.

### Functional assessment

Locomotion was assessed by two observers using the Basso, Beattie, and Bresnahan (BBB) scale [30] on the second postoperative day and at the end of each week following surgery. Animals were on site for at least 1 week prior to SCI to acclimate to the environment and handling by the observers. Raters were trained by a researcher (A.P.) with extensive experience using the BBB scale. BBB scores were compared between strains via repeated-measures analysis of variance.

### Tissue preparation

At 1 or 8 weeks after injury, animals were anesthetized with ketamine (100 mg/kg IP) and xylazine (10 mg/kg IP). For RNA-seq analysis, animals underwent transcardial perfusion with phosphate buffered saline (PBS), and a 1-mm spinal cord segment through the injury site was harvested and flash-frozen in liquid nitrogen. For histological analysis, animals underwent transcardial perfusion with 4 % paraformaldehyde. The spinal cord was removed and cryoprotected in 30 % sucrose.

### Histology

Spinal cord segments from some animals sacrificed 1 week post-injury (acute recovery group) were frozen in OCT compound and sectioned in the parasagittal plane at a thickness of 10 μm. Representative sections for each spinal cord were selected from the mid-sagittal area and immunostained. The following antibodies were used: anti-CD68 (1:500, AbD Serotec, Raleigh, NC, USA) for macrophages, anti-CD16 (1:100, Abcam, Cambridge, United Kingdom) for M1 macrophages, anti-CD163 (1:50, AbD Serotec) for M2 macrophages, donkey anti-rabbit IgG (1:1000, ThermoFisher Scientific, Carlsbad, CA, USA), and donkey anti-mouse IgG (1:1000, Abcam). Negative controls were obtained by omission of the primary antibody. Immunofluorescent photomicrographs were taken from a 1-mm segment centered on the lesion epicenter.

Immunofluorescence images were analyzed using ImageJ (National Institutes of Health, Bethesda, MD, USA). Threshold values for excluding background fluorescence were determined as the 95th percentile of pixel intensity averaged across all negative control images for each immunostain. The Analyze Particle function was then used to determine the percent of tissue area stained. Percent area was compared between AN and SD groups via the two-tailed Student’s t test using an alpha value of 0.05.

### RNA extraction and sequencing

RNA extraction, cDNA library creation, and RNA-seq were performed with the assistance of the University of Minnesota Biomedical Genomics Center staff. RNA was extracted from tissue samples using the RNeasy Mini Kit (Qiagen, Venlo, The Netherlands). RNA quantity and quality were assessed with the Aligent 2100 Bioanalyzer (Aligent Technologies, Santa Clara, CA, USA). The polyadenylated coding mRNA in each extract (N = 3 for each strain–time point combination) was isolated and reverse transcribed using random primers. The resulting paired-end cDNA libraries were subsequently sequenced using the HiSeq 2000 (Illumina, San Diego, CA, USA). For each sample, at least 40 million paired-end reads of 51 base pairs were performed.

### Read mapping and transcript identification

Analysis of RNA-seq data was carried out using the Galaxy software platform [31–33] hosted by the Minnesota Supercomputing Institute. Reads first underwent quality control assessment with the FastQC tool and adapter sequence contamination removal with the CutAdapt tool. Because all base positions had first-quartile Phred scores greater than 20, trimming with FastQ Trimmer was not needed. Reads were subsequently mapped to the *Rattus norvegicus* RN4 reference genome with TopHat (version 1.5.0) [34] using an empirically determined insertion size of 210 base pairs. The mapped reads were assembled into transcripts with Cufflinks (version 0.0.6) [35] using quartile normalization. Transcriptional datasets for each time point were pooled using CuffMerge, and differences between strains at each time point were identified with CuffDiff. Gene expression differences with a Q value (false discovery rate-adjusted P value) less than 0.05 were considered to be statistically significant.

### Immune and neural marker genes

To measure the presence and activity of both immune and neural cells, we first identified a variety of genetic markers for different cell types belonging to the innate immune system, adaptive immune system, and CNS as follows: dendritic cell (*CD83*), macrophage (*ITGAM*, *CD68*, *CD14*), M1 macrophage (*CD86*, *RBPJ*), M2 macrophage (*ARG1*, *CMAF*), mast cell (*FCER1A*, *ENPP3*, *KIT*), granulocyte (*CEACAM3*, *LY6C*), NK cell (*NCR3*, *KLRA1*, *KLRA2*), T cell (*CD3d*, *CD3e*, *CD3g*), helper T cell (*CD4*), T_h_1 cell (*IL12Rb1*, *CXCR3*, *CCR5*), T_h_2 cell (*IL1R1*, *IL2R2*, *IL2RL1, CXCR4, CCR3, CCR4, CCR7, CCR8, TNFRSF8*), cytotoxic T cell (*CD8a, CD8b, GZMB, TIA1*), B cell (*CD19, CD20*), neuron (*NEFH, RBFOX3*), oligodendrocyte (*APC, MBP, PLP*), and astrocyte (*GFAP*). For each cell type, the marker with the greatest abundance (fragments per kilobase of exon per million fragments mapped, FPKM) summed over the four conditions (strain–time point combinations) was used as the final cell marker.

### Broad patterns of differential gene expression

In order to broadly understand strain-dependent differences in biological processes in response to injury, we categorized a subgroup of genes using gene set enrichment analysis (GSEA). Specifically, genes differentially expressed between strains in the acute phase only were examined via GSEA. First, rat genome database (RGD) gene identifiers were converted to gene symbols using the DAVID Gene ID Conversion Tool (http://david.abcc.ncifcrf.gov). Gene symbols for differentially expressed genes were then entered into the GSEA utility (http://www.broadinstitute.org/gsea) and mapped to the Canonical Pathways gene set collection. The 20 most highly enriched gene sets were identified.

### Investigation of specific pathophysiological processes

To investigate differences in specific processes (e.g. cell death) between strains, we identified appropriate gene ontology (GO) terms related to those processes (refer to “Results” section for a list of all GO terms used). Along with these GO terms, we entered genes differentially expressed in the acute and/or chronic phases into the AmiGO Slimmer tool (http://amigo1.geneontology.org). This allowed us to compare gene expression in processes of interest between strains at different time points.

## Results

### Locomotor recovery

A total of 15 AN and 15 SD rats underwent contusive SCI at a force of 200 kdyn. The BBB locomotor scores of AN and SD rats differed (P = 0.02) at 1 week following injury, at which point the mean BBB scores (±1 standard error) were 8.5 ± 0.5 and 5.5 ± 0.9, respectively (Fig. 1a). The BBB scores of the two strains did not differ at any other time point.

**Fig. 1:**
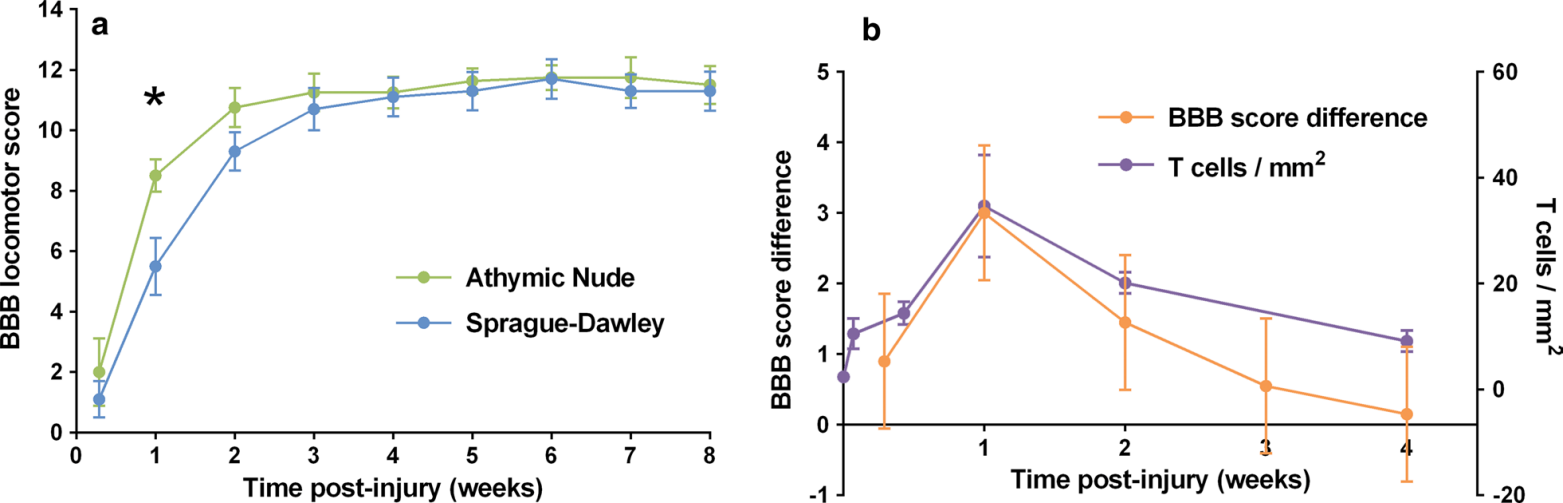
Variation in locomotor recovery between AN and SD rats. **a** Mean BBB locomotor score over time following SCI. *Asterisk* indicates P < 0.05. N = 8 for AN rats; N = 10 for SD rats. *Error bars* represent ±1 standard error. **b** Locomotor difference and T cell infiltration. Mean BBB score difference between AN and SD rats (*left axis*) and T cell density (T cells/mm^2^) in injury epicenter of SD rat (*right axis*). T cell data is used with permission [5]. *Error bars* represent ±1 standard error

Figure 1b shows the time course of the difference between BBB scores of AN and SD rats as well as the density of the T cell infiltrate in the SD rat injury epicenter (data used with permission) [5] over the first 4 weeks after injury. The locomotor advantage of AN rats over SD rats at 1 week coincides with the maximal T cell infiltrate, and both functional difference and T cell density decrease gradually thereafter.

### RNA-seq experimental design

Based upon the locomotor difference between AN and SD rats in the acute (1 week post-injury) but not chronic (8 weeks post-injury) phase of recovery, we took a multi-step approach to analysis of RNA-seq data. 

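RNA was sequenced from the contused spinal cord segment of 12 rats in 4 groups of 3 rats, which were AN and SD rats at 1 week (acute phase) and at 8 weeks (chronic phase) after injury. AN (Athymic Nude) rats lack a functional thymus and have few mature T cells, while SD (Sprague-Dawley) rats are immunocompetent. The paper's Table 1 lists between 39885927 and 48194423 reads per rat in the acute SD group (median 45447598) and between 44269036 and 51634511 in the acute AN group (median 44842419). For the chronic phase it lists between 45194438 and 49095638 reads per rat in the SD group (median 45671290) and between 43186929 and 45858389 in the AN group (median 44446497). The share of reads mapped to the RN4 rat genome was between 95.6% and 96.6% in acute SD rats and 97.1% in each acute AN rat. The corresponding shares in the chronic phase were 95.7% to 96.2% in SD rats and 96.6% to 96.8% in AN rats. Depth was thus of the same order in all groups, and each gene's depth is not given in the tables analysed here.
The authors mapped the reads with TopHat, assembled transcripts with Cufflinks using quartile normalization and compared the strains at each time point with CuffDiff. Their output is 1 table per phase with 17423 genes, listed by RGD (Rat Genome Database) identifier and RN4 locus. Each table holds 1 FPKM for each group of 3 rats, a test statistic, a P value and a Q value per gene. FPKM is therefore the authors' value for the group, and the spread between the 3 rats enters only through the authors' own test. For this reason no test across rats was run again, and the authors' Q < 0.05 was taken as the threshold for differential expression. The log2FC was recomputed from the FPKM columns as log2 of AN over SD, without a pseudocount. A Benjamini-Hochberg adjustment of the P values of the tested genes gave the deposited Q values to within 5.28e-07. The smallest P value in the authors' deposited table was 5e-05 in both phases, and 872 acute and 992 chronic differentially expressed genes share it, so these genes cannot be ranked by P. The tables of the acute and chronic phases were normalized separately, and levels are set beside each other across phases only as a description.
Symbols were given to 4701 identifiers directly, 1997 of them from the supplementary gene table and the rest from identifiers and synonyms in the GRCr8 gene table. Another 7044 were named by their order along the chromosome between directly named genes, which returned the right symbol for 1671 of 1700 held-out genes (98.3%). The remaining 5678 identifiers have no symbol here. The copy of the supplementary table used here holds 1997 of the paper's 14911 genes, and it was used only for symbols.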

First, to gain a broad understanding of the transcriptional basis of the acute locomotor difference, we compared the acute- and chronic-phase differential expression profiles to identify genes that were differentially expressed in the acute phase only. We then identified physiological pathways that were highly represented among these genes. Second, to investigate specific pathophysiological processes involved in SCI, we identified genes that were differentially expressed—in the acute and/or chronic phase—and associated with select GO terms.

### Public data availability

RNA-seq data (raw and processed files) are available in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) under accession number GSE62760.

### Quality control

RNA samples sent for sequencing had 1.8–10 ng of RNA at a concentration of 92–100 ng/µL and an RNA integrity number (RIN) of 9.7–10. For each sample, 40.0–51.6 million reads 51 base pairs in length were sequenced. Both paired read sets for every sample had a per-base first-quartile Phred quality score greater than 30 for all bases, indicating a base measurement error less than 0.1 %. 

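Values for each animal were not analysed here, and the ranges below are those of the authors' FPKM for each group over genes with an FPKM above 0. In the acute phase the median was 10.7 in SD rats (25th to 75th percentile 1.60 to 30.4) and 10.5 in AN rats (1.26 to 31.1). In the chronic phase the median was 10.8 in SD rats (1.68 to 30.3) and 11.0 in AN rats (1.53 to 30.6). The 1st and 99th percentiles were 0.0112 and 503 in acute SD, 0.00901 and 583 in acute AN, 0.0115 and 500.4 in chronic SD and 0.0107 and 537 in chronic AN rats. The 10 most abundant genes held 11.8% of the summed FPKM in acute SD, 14.7% in acute AN, 13.9% in chronic SD and 16.2% in chronic AN rats. Abundant genes with a failed estimate are left out of single groups, so these shares are not strictly comparable between groups. Ctsb is listed at 5681 in acute SD and 0 in acute AN rats. Gfap is listed at 5824 in chronic AN and 0 in chronic SD rats. An FPKM of at least 1 was listed for 11215 genes in acute SD, 10716 in acute AN, 11267 in chronic SD and 11015 in chronic AN rats.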

Expression ranges were highly consistent between samples (Fig. 2).

**Fig. 2:**
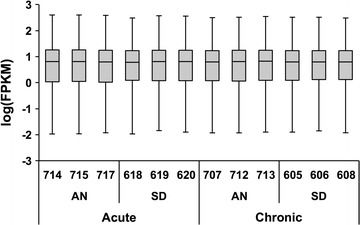
Expression ranges for individual tissue samples. *Box*-and-*whisker* plot of log(FPKM) for each animal (3-digit identification number). *Whiskers* indicate 1st to 99th percentile; values outside this range are not represented. Note that the expression ranges were highly consistent between samples

### Differential gene expression

A total of 14,911 genes were identified by RNA-seq: 14,565 in the acute phase and 14,567 in the chronic phase. 

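Of the 17423 genes listed, 14565 had an FPKM above 0 in at least 1 strain in the acute phase and 14567 in the chronic phase, which gives 14911 genes in either phase and 14221 in both. The authors' test covered 11846 of the listed genes in the acute phase and 11962 in the chronic phase. The authors' status column marks 5574 acute and 5459 chronic genes as not tested, and these carry a Q of 1. The test failed for 3 genes in the acute phase and 2 in the chronic phase, with the status that CuffDiff gives to a locus with too many reads. These failed genes were Apoe (RGD:2138), listed at 0 in all 4 groups, Ctsb (RGD:621509) and RGD:621511, both listed at 0 in acute AN rats, and Gfap (RGD:2679), listed at 0 in chronic SD rats. An FPKM of 0 for these genes is a failed estimate rather than a measured absence.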

Read mapping statistics for each sample are summarized in Table 1. Statistical significance for differential gene expression was determined based upon the Q value (false discovery rate-adjusted P value). Magnitude of differential expression was quantified as fold change (FC), equal to AN FKPM divided by SD FKPM. Volcano plots of statistical significance (−log_10_Q) versus difference magnitude (log_2_FC) reveal that the magnitude of differential gene expression was larger in the acute phase (Fig. 3). 

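Over 2128 differentially expressed genes of the acute phase, the median absolute log2FC was 1.27, with a 95% order-statistic interval of 1.24 to 1.33 across genes. Over 2016 genes of the chronic phase it was 0.99, with an interval of 0.94 to 1.02. These intervals describe the spread across genes, which are not independent replicates, and no P value was computed across genes. The 7 acute and 8 chronic differentially expressed genes listed at 0 in 1 strain have no log2FC. Ranking them above all others gave medians of 1.28 and 0.99. Genes enriched in SD rats had larger changes than genes enriched in AN rats, with medians of 1.48 and 0.86 in the acute phase and 1.20 and 0.76 in the chronic phase. The setting that moved the medians most was to take all tested genes, differentially expressed or not, which gave 0.28 in the acute and 0.19 in the chronic phase. The standard error of log2FC implied by the test statistic in the authors' deposited table had a median of 0.39 in the acute and 0.28 in the chronic phase, so a larger change was needed to pass the threshold in the acute phase.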

The median absolute value of log_2_FC for differentially expressed genes was 1.27 in the acute phase, compared to 0.99 in the chronic phase (P < 0.001 for Mann–Whitney U test).

**Table 1:** Read mapping from RNA-seq output

Phase	Strain	Animal	Total reads	Mapped reads	% Mapped	Genes
Acute	AN	714	51,634,511	50,136,688	97.1	13,574
		715	44,269,036	43,001,258	97.1	13,471
		717	44,842,419	43,542,173	97.1	13,559
	SD	618	48,194,423	46,090,448	95.6	14,035
		619	39,885,927	38,511,046	96.6	13,610
		620	45,447,598	43,769,395	96.3	13,745
Chronic	AN	707	44,446,497	42,956,572	96.6	13,763
		712	45,858,389	44,358,919	96.7	13,653
		713	43,186,929	41,819,751	96.8	13,632
	SD	605	49,095,638	47,230,803	96.2	13,861
		606	45,671,290	43,873,662	96.1	13,849
		608	45,194,438	43,242,894	95.7	13,926

**Fig. 3:**
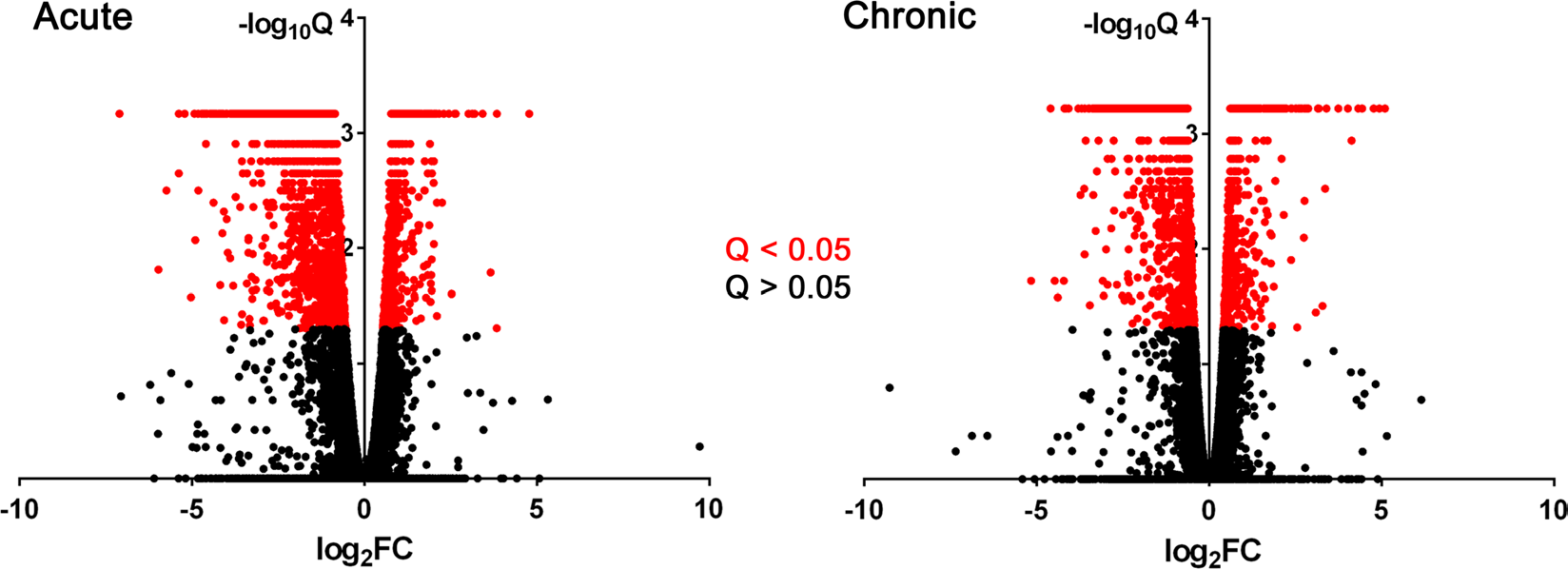
Volcano plots for differential gene expression in the acute and chronic phases of SCI. *Colors* represent Q < 0.05 (*red*) and Q > 0.05 (*black*) for differential expression testing. The overall magnitude of differential gene expression was greater in the acute phase, as evidenced by a larger median absolute value of log_2_FC (1.27 acute versus 0.99 chronic; P < 0.001) for differentially expressed genes. *FC* fold change (AN FKPM divided by SD FKPM). Q, false discovery rate-adjusted P value

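Of the genes with no call in either phase, 8776 were tested in both phases, while 2790 were tested in neither and could not have been called. The acute phase had 2135 differentially expressed genes, of which 1604 (75.1%) were enriched in SD rats and 531 in AN rats. The chronic phase had 2024, of which 1250 (61.8%) were enriched in SD rats and 774 in AN rats.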

Of the 14,911 genes identified by RNA-seq, 11,888 displayed no differential expression (Fig. 4a). Among differentially expressed genes, 999 differed in the acute phase only, 888 in the chronic phase only, and 1136 in both acute and chronic phases. 

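The 999 acute only genes comprised 673 enriched in SD rats and 326 enriched in AN rats. The 888 chronic only genes comprised 333 enriched in SD rats and 555 in AN rats. With calls redefined to require at least a 2-fold change, there were 765 acute only genes, 355 chronic only genes and 643 genes in both phases. With calls redefined at Q < 0.01, there were 671 acute only genes. These redefined sets include genes called in both phases before, and 447 of the 999 acute only genes had an acute Q of at least 0.01. Of the acute only genes, 33 were not tested in the chronic phase, and 107 had a chronic Q below 0.1 in the authors' deposited table. Of all 999 acute only genes, 801 had the same direction in the chronic phase, whether or not they were tested there. The median log2FC, signed by the acute direction, was taken over the 963 genes with a log2FC and a test in both phases. It was 0.97 in the acute and 0.23 in the chronic phase.
A call in a single phase does not show that the strain effect differs between phases, so the difference itself was tested. For each of 11679 genes tested in both phases, the acute minus the chronic log2FC was divided by the combined standard error implied by the test statistics in the authors' deposited table, with Benjamini-Hochberg adjustment. This test is approximate, since only summaries for each group were used. At an adjusted threshold of 0.05, 62 genes differed between phases, and 565 had an unadjusted value below 0.05. They included 12 of 963 acute only genes, 11 of 809 chronic only genes and 27 of 1133 genes called in both phases. With the standard error taken from the P values instead, 192 genes differed, 87 of them acute only. On simulated values with a difference of 3 in log2FC in 200 of 11679 genes, the test recovered 86% of the changed genes with 5 calls among 11479 unchanged genes. With a difference of 1 it recovered 3.5%, so it misses most differences of that size.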

Most genes that were differentially expressed in both acute and chronic phases were greater expressed in SD rats in both phases, indicated by log_2_FC values less than zero (Fig. 4b). 

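Of the genes called in both phases, 903 were enriched in SD rats in both, which is 79.5% (95% Wilson interval 77.0% to 81.7%, covering counting error over genes only). Another 191 were enriched in AN rats in both phases. Restricting the count to genes with an FPKM of at least 1 in every group gave 71.2%, the lowest value among the alternatives tried. Across all genes tested in both phases, the acute and chronic log2FC had a Pearson correlation of 0.751, and genes are not independent replicates.
Among genes called with an FPKM of at least 1 in both groups of a phase, the 3 largest falls in AN rats in the acute phase were in Snap25 and Cplx1, which encode synaptic proteins, and Ckmt1, which encodes a mitochondrial creatine kinase. Snap25 (RGD:3728) had an FPKM of 179 in SD and 6.79 in AN rats (log2FC -4.72). Ckmt1 (RGD:61976) had 40.5 and 1.62 (log2FC -4.64), and Cplx1 (RGD:70944) had 51.0 and 2.13 (log2FC -4.58). In the chronic phase the same genes were also lower in AN rats, with log2FC of -3.14, -2.89 and -2.62. Each has a Q of 0.000679 in the acute and 0.000603 in the chronic phase in the authors' deposited table, the smallest it holds.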

Forty-two genes were greater expressed in SD rats in one phase and AN rats in the other. 

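These comprised 28 genes enriched in SD rats in the acute and AN rats in the chronic phase, and 14 with the reverse pattern. In the test of the difference between phases, 20 of the 42 passed the adjusted threshold, and all 42 passed it with the standard error taken from the P values. That last count was nearly fixed in advance, since the same P values and opposite directions selected these genes. With the larger of the 2 standard errors 14 of the 42 passed. Among those of the 42 genes with an FPKM of at least 1 in every group, the 3 largest differences were in hemoglobin genes. Hba-a2 (RGD:2782) lies on chromosome 10 of RN4 from 15584360 to 15585215. Its FPKM was 594.8 in SD and 219.6 in AN rats in the acute phase (log2FC -1.44), and 215 and 934 in the chronic phase (log2FC 2.12). The neighbouring LOC360504 (RGD:1359364, chromosome 10, 15570930 to 15571773) had 235 and 84.2 in the acute phase (log2FC -1.48) and 84.7 and 353 in the chronic phase (log2FC 2.06). HBB (RGD:1595848, chromosome 1, 161590671 to 161598127) had 56.6 and 9.07 in the acute phase (log2FC -2.64) and 20.5 and 34.0 in the chronic phase (log2FC 0.73). The globin genes have near-identical copies, between which the authors' mapping could split reads, so the value of a single copy is uncertain.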

A complete list of the identified genes, expression data, and results of significance testing is provided in Additional file 1: Table S1 (as well as in the Gene Expression Omnibus; see above).

**Fig. 4:**
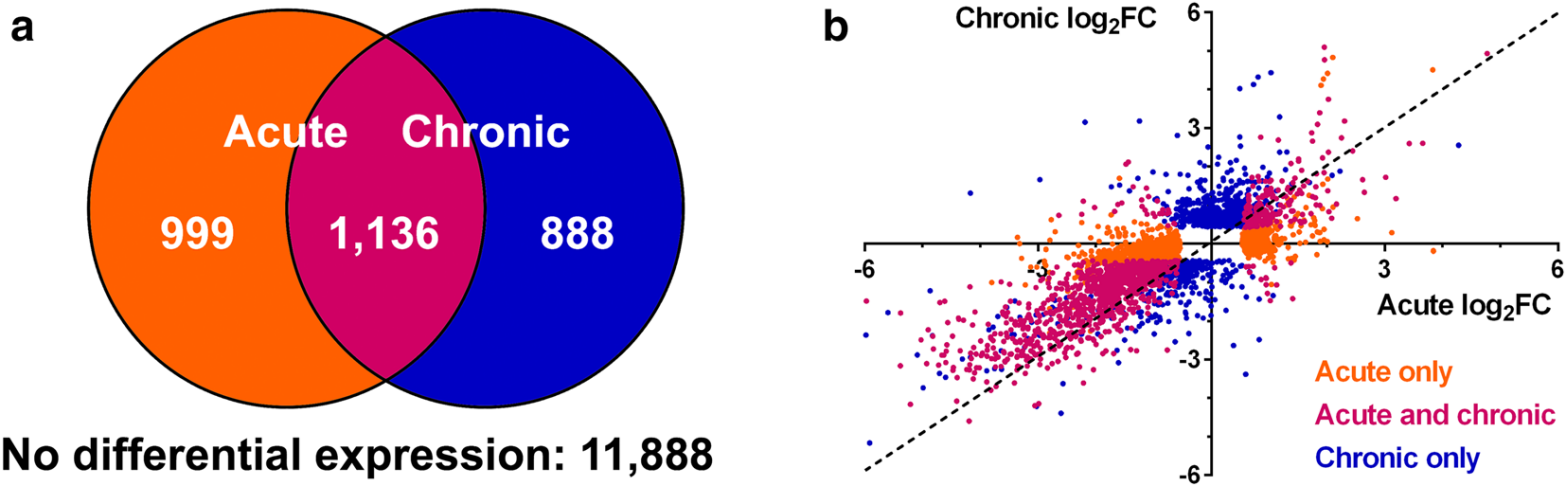
Differential gene expression in the acute and chronic phases of SCI. **a** *Venn diagram* depicting number of differentially expressed genes over time. **b** Plot of gene log_2_FC values in the acute (*horizontal axis*) and chronic (*vertical axis*) phases. *Colors* represent the phase in which genes are differentially expressed. The *dashed line* (y = x) has a slope of 1. *FC* fold change (AN FKPM divided by SD FKPM)

### Immune and neural marker genes

The highest-abundance immune and neural cell marker genes were identified and compared between strains in the acute and chronic phases (Table 2). 

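The methods name 44 candidate markers for 16 cell types, of which 31 could be named in the tables by the symbols as written there. Each of the 16 markers of Table 2 matched exactly 1 listed gene by its 4 printed values, the log2FC and Q of each phase. Taking the highest FPKM in each phase on its own, in place of the sum over the 4 groups, left the leading named marker the same for all 16 cell types. It could not change for those with a single named candidate. These were dendritic, M2, mast, NK, helper T and B cells, neurons and astrocytes. For the M1 macrophage, the summed FPKM was 138 for CD86 and 184 for RBPJ (RGD:1310557, chromosome 5, 4663833 to 4665775). The symbol RBPJ comes from the supplementary table. In the GRCr8 gene table a pseudogene on chromosome 5 carries an older name of Rbpj, so which of these genes the listed one is remains uncertain.

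**Figure D1:**
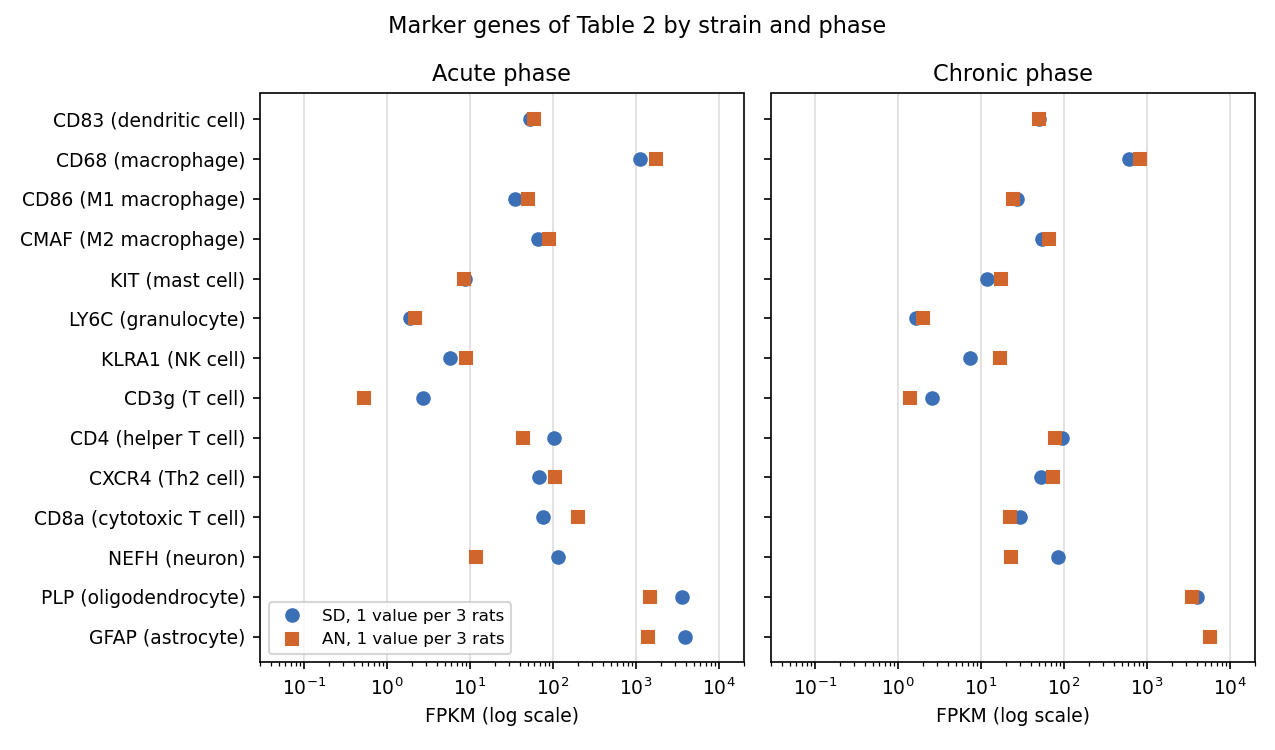
FPKM (horizontal axis, log scale) of 14 of the marker genes of Table 2 in the acute and chronic phases, with circles for SD and squares for AN rats, each the authors' value for a group of 3 rats without an error. GFAP in chronic SD rats is listed at 0 and is not drawn. CD3g and CD4 sit lower in AN than in SD rats in the acute phase and CD8a sits higher, while CD83 nearly overlaps in both phases.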

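CD3g (RGD:1307718), on chromosome 8 of RN4 from 47924369 to 47930550, encodes a chain of the T cell receptor complex. Its FPKM in the acute phase was 2.74 in SD and 0.531 in AN rats, a log2FC of -2.37. The chronic values were 2.58 and 1.40, a log2FC of -0.88. The authors' deposited table gives it a Q of 0.0180 in the acute and 0.174 in the chronic phase, and the acute call is lost at Q < 0.01. The other chains CD3d (RGD:2304) and CD3e (RGD:1309222), both named by gene order, had acute log2FC of -2.08 and -1.62 at FPKM near or below 1, with Q of 0.186 and 0.0825 in the authors' deposited table. CD4 (RGD:2306, chromosome 4, 160988512 to 161014038) fell from an FPKM of 102 in SD to 44.4 in AN rats in the acute phase (log2FC -1.20). The chronic values were 94.0 and 79.0 (log2FC -0.25). The Q values of CD4 in the authors' deposited table are 0.000679 and 0.361. The summed acute FPKM of CD3d, CD3e and CD3g was 4.58 in SD and 1.06 in AN rats, far below that of CD4. The fall of CD4 therefore need not come from helper T cells, and its source was not tested. The difference of log2FC between phases was -1.48 for CD3g and -0.95 for CD4, and neither passed the adjusted threshold of the test between phases.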

Genes corresponding to T cells (*CD3g*) and helper T cells (*CD4*) were enriched in SD rats (relative to AN rats) in the acute phase only. 

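CXCR4 (RGD:620465) lies on chromosome 13 from 41308286 to 41312190 and encodes a chemokine receptor. Its FPKM was 68.9 in SD and 108 in AN rats in the acute phase (log2FC 0.65), and 53.4 and 75.3 in the chronic phase (log2FC 0.49). The authors' deposited table gives Q of 0.0166 and 0.0131, so both calls are lost at Q < 0.01. CD8a (RGD:2316, chromosome 4, 104589922 to 104594159) had 76.0 in SD and 199 in AN rats in the acute phase (log2FC 1.39), and 29.5 and 22.8 in the chronic phase (log2FC -0.37). Its Q values in the authors' deposited table are 0.000679 and 0.162. The difference of 1.76 between its acute and chronic log2FC passed the adjusted threshold of the test between phases with each of the standard errors used. CD8b (RGD:2317), which encodes the partner chain and is named by gene order, had acute FPKM of 32.5 and 42.9 (log2FC 0.40) and a Q of 0.275 in the authors' deposited table.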

In AN rats, T_h_1 cell marker *CXCR4* was enriched in AN rats in both the acute and chronic phases, while cytotoxic T cell marker *CD8a* was enriched in the acute phase only. Gene markers for NK cells (*KLRA1*) and mast cells (*KIT*) were enriched in AN rats in the chronic phase only. 

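KLRA1 (RGD:1359667, chromosome 4, 168892865 to 168928286) encodes a receptor of the Ly49 family on NK cells. Its FPKM was 5.79 in SD and 8.94 in AN rats in the acute phase (log2FC 0.63), and 7.35 and 16.9 in the chronic phase (log2FC 1.20). In the authors' deposited table its Q is 0.153 in the acute and 0.000603 in the chronic phase. The Ly49 genes lie in a cluster of similar copies, so reads can be shared between them. Among the other NK cell genes tested, Klra5 (RGD:735134) was called higher in AN rats in both phases. Its log2FC was 0.83 in the acute and 0.62 in the chronic phase, with Q of 0.0175 and 0.0118 in the authors' deposited table. The lowest acute log2FC among the 3 tested NK cell genes was -1.34, without a call. KIT (RGD:620568, chromosome 14, 34906043 to 34984819), named by gene order, had 8.89 and 8.58 in the acute phase (log2FC -0.05) and 11.9 and 17.6 in the chronic phase (log2FC 0.57). The authors' deposited table lists Q of 0.946 and 0.00873 for KIT. The acute minus the chronic log2FC was -0.57 for KLRA1 and -0.62 for KIT, and neither difference passed the adjusted threshold of the test between phases.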

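CD68 (RGD:1305970, chromosome 10, 56481701 to 56483580) was the most abundant of the immune cell markers. Its FPKM was 1115 in SD and 1757 in AN rats in the acute phase (log2FC 0.66), and 606 and 841 in the chronic phase (log2FC 0.47). The authors' deposited table gives Q of 0.125 and 0.0678. CD86 (RGD:628714) had log2FC of 0.50 and -0.18, and CMAF (RGD:3034), listed under the symbol Maf, had 0.46 and 0.32. CD83 (RGD:1309677) changed by 0.14 and -0.02, and Ly6C (RGD:621266) by 0.19 and 0.26. Over these 5 genes and both phases, Q in the authors' deposited table lay between 0.0678 and 0.977.
Other candidate markers of the methods did pass the threshold. ITGAM (RGD:2926) had acute FPKM of 63.2 and 137 (log2FC 1.12) and CD14 (RGD:620588) had 48.1 and 108 (log2FC 1.17), each with a Q of 0.000679 in the authors' deposited table. RBPJ, the M1 candidate with the higher summed FPKM, had an acute log2FC of 0.64 and a Q of 0.0166 in the authors' deposited table. Their chronic log2FC were 0.41, -0.03 and 0.33, with no call. The standard error implied by the authors' P values was wider for the most abundant genes, with an acute median of 0.28 at a mean FPKM of at least 1000 against 0.21 at 100 to 1000, which bears on CD68.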

Expression of markers for dendritic cells (*CD83*), macrophages (all: *CD68*; M1: *CD86*; M2: *CMAF*), granulocytes (*Ly6C*), T_h_1 cells (*CCR5*), and B cells (*CD19*) did not vary by strain. 

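NEFH (RGD:3159), the heavy neurofilament chain, lies on chromosome 14 of RN4 from 85561381 to 85612915, a locus it shares with another listed gene. Its FPKM was 117 in SD and 11.8 in AN rats in the acute phase (log2FC -3.31), and 85.3 and 22.9 in the chronic phase (log2FC -1.90), which is lower in AN rats in both phases. The authors' deposited table gives Q of 0.0513 in the acute and 0.00382 in the chronic phase, so only the chronic change passed the threshold although the acute change was larger. PLP (RGD:3354, chromosome X, 124488627 to 124503639) had 3633 in SD and 1504 in AN rats in the acute phase (log2FC -1.27), and 4011 and 3462 in the chronic phase (log2FC -0.21). Its Q values in the authors' deposited table are 0.304 and 0.818. GFAP (RGD:2679, chromosome 10, 92059881 to 92068555), named by gene order, had 3957 in SD and 1424 in AN rats in the acute phase (log2FC -1.48), with a Q of 0.344 in the authors' deposited table. In the chronic phase it is listed at 0 in SD rats and 5824 in AN rats with a failed test, so no fold change is given. The acute standard error implied by the P values in the authors' deposited table was 0.777 for PLP and 0.953 for GFAP, against a median of 0.279 over the 63 genes with a mean FPKM of at least 1000.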

The neurofilament gene *NEFH* was enriched in AN rats in the chronic phase; oligodendrocyte (*PLP*) and astrocyte (*GFAP*) marker genes were not differentially expressed.

**Table 2:** Analysis of cell types via marker genes

System	Cell type	Marker	Acute			Chronic		
			Greater	log_2_FC	Q	Greater	log_2_FC	Q
Innate immune system	Dendritic cell	*CD83*		0.14	0.77		−0.02	0.98
	Macrophage	*CD68*		0.66	0.12		0.47	0.07
	M1 macrophage	*CD86*		0.50	0.16		−0.18	0.68
	M2 macrophage	*CMAF*		0.46	0.12		0.32	0.18
	Mast cell	*KIT*		−0.05	0.95	AN	0.57	0.01
	Granulocyte	*Ly6C*		0.19	0.91		0.26	0.87
	NK cell	*KLRA1*		0.63	0.15	AN	1.20	<0.01
Adaptive immune system	T cell	*CD3g*	SD	−2.37	0.02		−0.88	0.17
	Helper T cell	*CD4*	SD	−1.20	<0.01		−0.25	0.36
	T_h_1 cell	*CCR5*		−0.12	0.83		−0.14	0.72
	T_h_2 cell	*CXCR4*	AN	0.65	0.02	AN	0.49	0.01
	Cytotoxic T cell	*CD8a*	AN	1.39	<0.01		−0.37	0.16
	B cell	*CD19*		−1.29	1.00		0.74	1.00
Central nervous system	Neuron	*NEFH*		−3.31	0.05	SD	−1.90	<0.01
	Oligodendrocyte	*PLP*		−1.27	0.30		−0.21	0.82
	Astrocyte	*GFAP*		−1.48	0.34		0.00	1.00

*FC* fold change (AN FKPM divided by SD FKPM); Q, false discovery rate-adjusted P value

### Gene set enrichment analysis

The 20 most highly enriched gene sets were identified for genes differentially expressed in the acute phase only (Table 3). We then manually classified these gene sets into five themes: immune system (7 sets), neurons and axons (5 sets), GPCR signaling (3 sets), cell transport (3 sets), and other (2 sets). For ease of interpretation, percentage of genes with FC >1 in the acute period—meaning genes acutely enriched in AN rats—is reported below for all gene sets.

**Table 3:** Gene set enrichment analysis (GSEA) of genes differentially expressed in the acute phase only

Theme^a^	Gene set	Genes	% Acutely enriched		−log(Q)^b^
			AN (FC >1)	SD (FC <1)	
Immune system	Cell adhesion molecules	25	32	68	Infinite
	Cell surface interactions at the vascular wall	17	71	29	10.4
	Hematopoietic cell lineage	14	64	36	7.6
	Hemostasis	45	67	33	Infinite
	Immune system	51	76	24	10.2
	Leukocyte trans-endothelial migration	17	59	41	8.7
	Platelet activation, signaling, and aggregation	21	62	38	8.1
Neurons and axons	Axon guidance (Kegg gene set)	17	12	88	8.1
	Axon guidance (Reactome gene set)	29	17	83	12.8
	Neuroactive ligand-receptor interaction	23	22	78	7.6
	Neuronal system	32	16	84	Infinite
	Transmission across chemical synapses	24	17	83	11.5
GPCR signaling	Class A1 rhodopsin-like receptors	24	46	54	7.3
	GPCR ligand binding	32	41	59	9.9
	GPCR signaling	45	42	58	7.6
Cell transport	Solute carrier-mediated transmembrane transport	28	36	64	12.4
	Transmembrane transport of small molecules	44	32	68	Infinite
	Transport of inorganic cations/anions and amino acids/oligopeptides	19	32	68	12.4
Other	Cell cycle	17	94	6	8.2
	Developmental biology	32	22	78	10.2

*FC* fold change (AN FKPM divided by SD FKPM), *Q* false discovery rate-adjusted P value

^a^The 20 most highly enriched gene sets have been manually grouped for conceptual purposes

^b^The value of −log(Q) is given for the GSEA Q value for each gene set

Most genes belonging to immune system gene sets were greater expressed in AN rats (59–71 % with acute FC >1), with the exception of cell adhesion molecules (32 % with acute FC >1). 

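The gene sets of Table 3 were not used here. Fixed lists of genes for a cell type or process, written from general knowledge, stand in for them, and the shares below are over differentially expressed members, as in the paper. Of 18 macrophage genes, 13 could be named, and their median acute log2FC was 0.71 (95% order-statistic interval 0.28 to 1.12). This was at percentile 100 among 10000 random lists of the same size matched on FPKM. In the acute phase 7 of 8 differentially expressed members were enriched in AN rats (87.5%, Wilson interval 52.9% to 97.8%), led by Cd163 (RGD:1310382), with an FPKM of 5.19 in SD and 20.1 in AN rats (log2FC 1.95), while Lyz2 (RGD:1593616) fell from 20.5 to 1.12 (log2FC -4.19). Of 30 inflammatory cytokine and chemokine genes, 21 could be named and 13 were tested, with a median acute log2FC of 0.72. The interval of -0.24 to 1.92 includes 0, although the median was above that of all random lists. Here 6 of 7 differentially expressed members were enriched in AN rats (85.7%, Wilson interval 48.7% to 97.4%), led by Ccl20 (RGD:3646), with an FPKM of 0.499 in SD and 7.16 in AN rats (log2FC 3.84). Of 15 T cell genes 13 could be named, and 1 of the 10 tested, CD3g, was differentially expressed. The chronic medians of the macrophage and cytokine lists were 0.28 and 0.07.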

Examination of genes belonging to the “immune system” gene set revealed that genes for cytokines IL-1a (acute FC = 2.24, Q = 0.01; chronic FC = 1.05, Q = 0.95) and IL-6 (acute FC = 3.86, Q = 0.01; chronic FC = 1.29, Q = 1.00) were among the most AN-enriched immune system-related genes in the acute phase. 

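Il1a (RGD:2890, chromosome 3, 116913612 to 116924114) had an acute FPKM of 3.03 in SD and 6.79 in AN rats, a fold change of 2.24 (log2FC 1.17). The chronic values were 2.98 and 3.13, a fold change of 1.05. Il6 (RGD:2901, chromosome 4, 456799 to 461376) had 0.457 and 1.76 in the acute phase, a fold change of 3.86 (log2FC 1.95). In the chronic phase it had 0.225 and 0.291, a fold change of 1.29, and was too low to be tested. The acute Q values in the authors' deposited table are 0.0119 for Il1a and 0.0125 for Il6, and both calls are lost at Q < 0.01. The difference of 1.10 in log2FC of Il1a between phases did not pass the adjusted threshold of the test between phases. For Il6 that test could not be run.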

Genes belonging to neurons and axon gene sets were greater expressed in SD rats (12–22 % with acute FC >1). 

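A fixed list of 50 synapse genes, 43 of them named, had a median acute log2FC of -2.13 (95% order-statistic interval -3.26 to -1.63), and none of its 37 differentially expressed members was enriched in AN rats (Wilson interval 0% to 9.41%). A list of 17 neuron genes, 15 of them named, had a median of -2.37 (-4.37 to -1.85), and all 13 differentially expressed members were enriched in SD rats. Both medians were below those of all 10000 random lists. Of 73 axon guidance genes 47 could be named, and their median was -0.21 (-0.74 to -0.13), at percentile 3.67 of the random lists. In this list 2 of 18 differentially expressed members were enriched in AN rats (11.1%, Wilson interval 3.10% to 32.8%). The largest fall was in Slit1 (RGD:69307), from an FPKM of 2.04 in SD to 0.321 in AN rats (log2FC -2.66). The chronic medians were -1.98 for the synapse list, -1.83 for the neuron list and -0.15 for the axon guidance list (interval -0.28 to 0.12, at percentile 0.73 of the random lists), and 7 of 15 differentially expressed axon guidance genes (46.7%) were enriched in AN rats in that phase.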

Genes belonging to GPCR signaling and cell transport gene sets were more frequently enriched in SD rats (41–46 % and 32–36 % with acute FC >1, respectively). The “other” theme consisted of the “cell cycle” and “developmental biology” gene sets. 

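Of a fixed list of 48 cell cycle genes 33 could be named, and all 33 were tested in the acute phase. Their median acute log2FC was 0.81 (95% order-statistic interval 0.69 to 0.88), above that of all 10000 random lists. All 21 differentially expressed members were enriched in AN rats (Wilson interval 84.5% to 100%). Mki67 (RGD:1305476), a proliferation marker on chromosome 1, had an FPKM of 12.2 in SD and 26.6 in AN rats (log2FC 1.12), and Ccna2 (RGD:621059) had 12.7 and 27.0 (log2FC 1.09). The chronic FPKM of Mki67 was 2.65 and 2.77 (log2FC 0.07), and the median of the list was 0.02 (-0.11 to 0.15). The only differentially expressed members in that phase were Aurkb (RGD:621625), enriched in AN rats with a log2FC of 1.61, and Ttk (RGD:1305558), enriched in SD rats with a log2FC of -1.10. The genes of the developmental biology set were not analysed here.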

Cell cycle genes were nearly all enriched in AN rats (94 % with acute FC >1), while developmental biology genes were predominantly enriched in SD rats (22 % with acute FC >1).

### Cell death-associated genes

We identified cell death-associated genes differentially expressed in the acute and/or chronic phases (Table 4). 

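The gene ontology terms of Table 4 were not used here, and a fixed list of 45 apoptosis genes, 31 of them named, stands in for programmed cell death. Its median log2FC was 0.21 in the acute phase (95% order-statistic interval -0.01 to 0.28) and 0.14 in the chronic phase (0.06 to 0.30), at percentiles 99.9 and 99.1 among 10000 random lists matched on FPKM. Of the 4 differentially expressed members in the acute phase, 2 were enriched in AN rats (50%, Wilson interval 15.0% to 85.0%). All 5 of the chronic phase were enriched in AN rats (Wilson interval 56.6% to 100%). In the acute phase the largest fall was in Hrk (RGD:70549), named by gene order, from an FPKM of 1.92 in SD to 0.259 in AN rats (log2FC -2.89). The largest rise was in Birc2 (RGD:620690), from 30.8 to 67.1 (log2FC 1.12), and in the chronic phase its FPKM was 22.4 in SD and 50.4 in AN rats (log2FC 1.17). Birc2 encodes an inhibitor of apoptosis, so the list holds genes that promote apoptosis and genes that restrain it.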

Genes associated with the cell death parent GO term were acutely enriched in SD rats (39 % with acute FC >1) and chronically enriched in AN rats (57 % with chronic FC >1). Programmed cell death (202 genes in acute phase and 179 genes in chronic phase) was more highly represented than necrotic cell death (7 genes in acute phase and 6 genes in chronic phase). Of note, however, necrosis-associated genes were enriched in AN rats in both the acute (86 % with acute FC >1) and chronic (83 % with chronic FC >1) phases. 

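A fixed list of 16 genes of necrotic cell death, 13 of them named, had a median log2FC of 0.31 in the acute phase (95% order-statistic interval -0.01 to 0.57) and -0.06 in the chronic phase (-0.29 to 0.28), at percentiles 99.6 and 18.3 among 10000 random lists matched on FPKM. Only 2 members were differentially expressed in the acute phase. Ripk3 (RGD:628899), named by gene order, rose from an FPKM of 22.9 in SD to 45.2 in AN rats (log2FC 0.98). Zbp1 (RGD:619956) fell from 8.23 to 4.11 (log2FC -1.0), and in the chronic phase it was the only differentially expressed member, at 6.81 in SD and 2.64 in AN rats (log2FC -1.37). The acute call of Zbp1 is lost at Q < 0.01. These counts are too few to give a share with a useful interval.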

Genes associated with regulation of cell death were acutely enriched in SD rats (39 % with acute FC >1) and chronically enriched in AN rats (58 % with chronic FC >1). Neuron death-associated genes were enriched in SD rats in both acute (21 % with acute FC >1) and chronic (41 % with chronic FC >1) phases, though less so in the chronic phase. For cell and neuron death at a given time point, the strain with greater expression of death-associated genes also had greater expression of both positive and negative death regulation-associated genes.

**Table 4:** Differential expression within gene ontologies of interest

Identifier	Gene ontology	Acute			Chronic		
		Genes	% Enriched		Genes	% Enriched	
			AN (FC >1)	SD (FC <1)		AN (FC >1)	SD (FC <1)
GO:0008219	Cell death	221	39	61	196	57	43
	Type of cell death						
GO:0012501	Programmed	202	39	61	179	56	44
GO:0070265	Necrotic	7	86	14	6	83	17
GO:0010941	Regulation of cell death	181	39	61	151	58	42
GO:0010942	Positive regulation	60	42	58	49	65	35
GO:0060548	Negative regulation	100	38	62	86	53	47
GO:0070997	Neuron death	47	21	79	37	41	59
GO:1901216	Positive regulation	11	9	91	5	40	60
GO:1901215	Negative regulation	28	21	79	26	42	58
	Voltage-gated potassium channel						
GO:0005249	Activity	27	4	96	23	4	96
GO:0008076	Complex	22	5	95	15	7	93
GO:0045163	Clustering	1	0	100	0	n/a	n/a

*FC* fold change (AN FKPM divided by SD FKPM)

### Voltage-gated potassium channel-related genes

We identified differentially expressed genes associated with voltage-gated potassium (K_v_) channels (Table 4). Genes related to K_v_ channel activity were enriched in SD rats in both the acute (4 % with acute FC >1) and chronic (4 % with chronic FC >1) phases. Similarly, genes related to the K_v_ channel complex were enriched in SD rats in both the acute (5 % with acute FC >1) and chronic (7 % with chronic FC >1) phases. 

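Of a fixed list of 51 genes of K_v_ channels and their auxiliary subunits, 36 could be named. Their median log2FC was -1.49 in the acute phase over 26 tested genes (95% order-statistic interval -1.95 to -0.96) and -0.51 in the chronic phase over 29 (-1.26 to -0.21). Of 10000 random lists matched on FPKM, none had a lower median in the acute phase, and the chronic median was at percentile 0.05. Of the differentially expressed members, 1 of 19 was enriched in AN rats in the acute phase (5.26%, Wilson interval 0.935% to 24.6%) and 1 of 14 in the chronic phase (7.14%, Wilson interval 1.27% to 31.5%). The largest acute falls were in Kcnc1 (RGD:2955, chromosome 1, 96928275 to 96970062), from an FPKM of 6.13 in SD to 0.338 in AN rats (log2FC -4.18), and in Kcng4 (RGD:1308553, chromosome 19, 49880614 to 49892567), from 6.73 to 0.540 (log2FC -3.64). The chronic FPKM of Kcnc1 were 8.32 and 0.864 (log2FC -3.27) and those of Kcng4 12.0 and 6.08 (log2FC -0.98). The change of Kcng4 was smaller in the chronic phase by the test between phases, though not with the standard error from the P values. Kcng4 has the smallest P value in both phases, which sets that error. For Kcnc1 the difference did not pass the threshold. The synapse and neuron lists were lower in AN rats by at least as much as the K_v_ list in both phases. The paper writes that K_v_ channel dysregulation may contribute to the transient locomotor superiority of AN rats if T cell activity increases cell death and demyelination, and it sets the enrichment of nearly all differentially expressed K_v_ genes in SD rats beside this hypothesis.

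**Figure D2:**
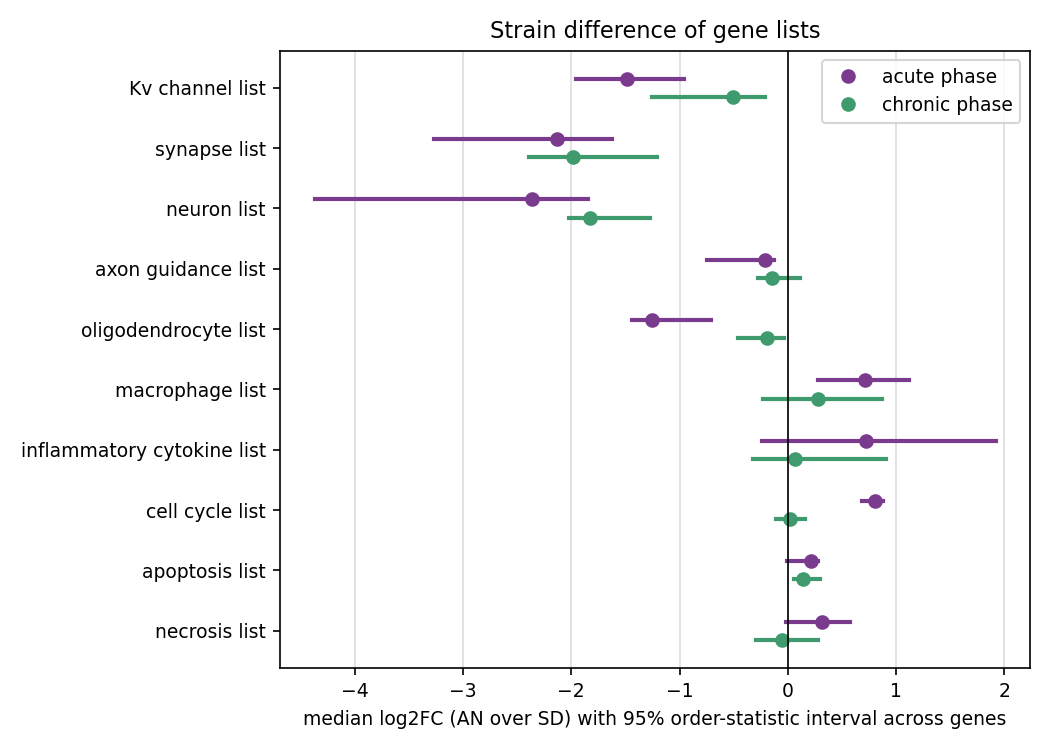
Median log2FC of AN over SD (horizontal axis) of 10 fixed gene lists in the acute and chronic phases. Points are medians over tested members and bars are 95% order-statistic intervals across genes, which are not replicates. The K_v_ channel, synapse and neuron lists lie below 0 in both phases, and the cell cycle list lies above 0 in the acute phase only.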

One gene (*CNTN2*) related to K_v_ channel clustering was differentially expressed. *CNTN2* was differentially expressed in the acute phase (acute FC = 0.44, Q < 0.01) but not in the chronic phase (chronic FC = 0.98, Q = 0.97).

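CNTN2 (RGD:3821) lies on chromosome 13 of RN4 from 45399915 to 45428789. Its FPKM was 22.6 in SD and 9.88 in AN rats in the acute phase (log2FC -1.19), and 34.3 and 33.7 in the chronic phase (log2FC -0.02). The fold changes were 0.437 and 0.983, with Q of 0.000679 and 0.972 in the authors' deposited table. The difference of -1.17 between phases did not pass the adjusted threshold with the standard error from the test statistic, but it did with the standard error from the P values.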

### Histologic assessment of acute macrophage infiltrate

To corroborate our gene expression data, we stained spinal cord tissue obtained 1 week post-injury for macrophages (anti-CD68) as well as the M1 (anti-CD16) and M2 (anti-CD163) macrophage subtypes. Figure 5 depicts the results of fluorescence immunostaining. Percentage of tissue area stained did not vary by strain for any macrophage marker (P = 0.19 for CD68, P = 0.85 for CD16, and P = 0.71 for CD163).

**Fig. 5:**
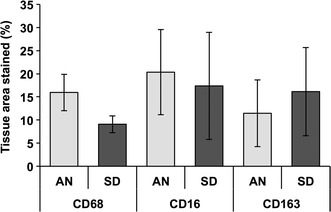
Histologic assessment of macrophage infiltrate at the acute time point (1 week post-injury). The percentage of tissue area positively stained for macrophages (CD68), M1 macrophages (CD16), or M2 macrophages (CD163) was compared between AN and SD rats (N = 4 rats per strain). No significant differences were observed (P = 0.19 for CD68, P = 0.85 for CD16, and P = 0.71 for CD163). *Error bars* represent ±1 standard error

## Discussion

In this study, we found that T cell-deficient AN rats possess greater locomotor function than immunocompetent SD rats at 1 week post-SCI, but not at other time points. We examined differential gene expression between AN and SD rats using RNA-seq to clarify the physiological and cellular basis for this functional difference. A prior study of gene expression in AN and SD rats after SCI found only 80 genes whose expression differed by strain [25]. In contrast, we identified 3023 differentially expressed genes in the acute (1 week post-injury) and/or chronic (8 weeks post-injury) phases of SCI. The only published report of functional recovery after SCI in AN and SD rats found sustained locomotor advantage in AN rats following spinal cord transection [23]. We too observed functional superiority in AN rats after contusion SCI; however, this advantage was only seen at 1 week post-injury.

### Effect of T cell deficiency on locomotor recovery

Athymic Nude rats have previously been found to achieve greater locomotor function than SD rats after spinal cord transection [23]. Whereas SD rats only recovered slight movement of hindlimb joints, AN rats on average regained extensive movement in one or more hindlimb joints. Based upon this finding, we initially hypothesized that AN rats would demonstrate superior locomotor function over the entire recovery period following moderate spinal cord contusion. In our study, AN rats achieved greater BBB locomotor scores (8.5 ± 0.5) than SD rats (5.5 ± 0.9) at 1 week post-injury, with weight-supported stepping observed in some AN rats but no SD rats. However, this functional advantage was transient. The BBB score difference followed a similar time course to the magnitude of the T cell infiltration in immunocompetent SD rats [5]. Also in line with difference in functional outcome, greater magnitude of differential gene expression was observed in the acute phase of recovery than in the chronic phase.

Discrepancy between our results and those of the aforementioned study are likely due to substantial differences in the mechanism and severity of injury. The authors of the prior study conceded that axonal regrowth through the transection site was implausible and attributed prolonged functional difference to sparing of local neuronal connections and central pattern generators [23]. In contusion injury, longitudinal white matter tracts are partially spared [25, 27] and undergo some long-distance regeneration in addition to local sprouting [36, 37]. Variation in the extent and function of surviving tissue may help to account for the difference in locomotor recovery between AN and SD rats.

### Mechanistic basis of altered locomotor recovery

The pathophysiology of SCI is complex, and the processes of secondary injury, wound healing, and functional recovery are multifactorial [38]. Consequently, comprehensive analysis of these processes is difficult, despite the use of broad-spectrum techniques such as RNA-seq. We have therefore focused on specific, known pathophysiological aspects of SCI that may plausibly be related to T cell function.

The differential recovery course between SD and AN rats in this study has two possible explanations which are not mutually exclusive. One hypothesis is that while AN rats recover function more quickly after SCI, they are limited in their ultimate recovery in the same ways as SD rats. For example, while the absence of T cells may contribute to tissue sparing in the acute phase of SCI, that tissue may be gradually lost nonetheless. A second hypothesis is that AN rats are less vulnerable to temporary causes of paralysis after SCI, but functional differences disappear once those effects have subsided. These causes may include edema, metabolic dysfunction, and K_v_ channel dysregulation [38].

In our analysis, we compared components of the immune response between AN and SD rats. We then investigated strain-dependent differences in cell death, tissue repair, and K_v_ channel function. Observed trends in gene expression were consistent with involvement of all of these processes in differential recovery from SCI. We propose a model in which T cells contribute to early tissue damage, demyelination, and K_v_ channel dysregulation in SD rats following contusion SCI, but delayed tissue death limits the long-term recovery of AN rats.

### Immune response to SCI in AN rats

The immune response differed substantially between AN and SD rats. Among genes differentially expressed in the acute phase only, immune system-related genes were most highly represented. As expected, T cell and helper T cell marker genes were greater expressed in SD rats in the acute phase, when the T cell response is maximal [5, 6]. However, other T cell subsets appeared to be more numerous in AN rats. Cytotoxic T cell marker *CD8a* was enriched in AN rats in the acute phase, while T_h_2 cell marker *CXCR4* was enriched in AN rats in both acute and chronic phases. Shift from T_h_1 to T_h_2 has been associated with anti-inflammatory processes [39], so T_h_2 enrichment in AN rats may facilitate locomotion in the acute period.

The presence and functionality of T cells in AN rats remains an open topic of research. The absence of a functional thymus leads to production of fewer, less mature “T-like cells” [40]. Culture of T-like cells from AN rats yields cytotoxic T cells that recognize foreign antigens in vitro but not in vivo [41, 42]. T-like cells accumulate over time, reaching half of the normal T cell level by 8–12 months of age [43]. Rats in the present study, however, were injured at 4 months of age.

Elevated *CD8a* and *CXCR4* expression in AN rats conceivably might not reflect an overabundance of cytotoxic T cells and T_h_2 cells. *CD8a* is also expressed on NK cells [44] and CNS-infiltrating macrophages [45]. However, while *CD8a* was acutely enriched in AN rats, NK cell marker *KLRA1* was enriched in AN rats in the chronic phase only, and macrophage marker *CD68* was not differentially expressed. *CXCR4* is involved in CNS development [46], but development-related genes were predominantly enriched in SD rats. Thus, increased *CD8a* and *CXCR4* expression is consistent with greater cytotoxic T cell and T_h_2 cell infiltration in AN rats. The basis of these differences is unclear but may relate to complex T cell abnormalities in AN rats.

Highly enriched expression of macrophage-secreted cytokines IL-1a and IL-6 in AN rats may reflect compensation for the deficient T cell response. NK cells, which are actually more numerous and effective in AN rats compared to normal littermates [47], appeared to be abundant in the chronic injury site of AN rats and may similarly compensate for T cell deficiency. Conversely, chronic enrichment of mast cells in AN rats may have aided recovery, as mast cells have been found to reduce inflammation following SCI [48]. The role of mast cells in CNS injury is controversial, however, as mast cells have been reported to exacerbate brain injury in ischemic stroke [49] and intracerebral hemorrhage [50].

Macrophages, dendritic cells, granulocytes, and B cells play important roles in SCI [2, 51], but their respective marker genes did not vary between AN and SD rats. Macrophage recruitment and activation is driven by helper T cells, and prior research has found reduced macrophage infiltrate in AN rats compared to SD rats at 11 weeks post-injury [23]. We therefore performed fluorescent immunostaining for macrophage (CD68) and macrophage subtype (M1: CD16; M2: CD163) markers in the acute injury phase (1 week post-SCI) [52, 53]. We found no strain-dependent differences in the presence of any of these markers, consistent with our gene expression findings. It should be noted that histological differentiation of M1 and M2 macrophage subtypes is difficult [54] and is often done using double-staining methods [55], which were not feasible in our case owing to technical limitations.

### Cell death and tissue repair

Our findings suggest that while SD rats appear to suffer greater acute neuronal death, delayed cell death was more common in AN rats. In the acute phase, 61 % of cell death-associated genes and 79 % of neuron death-associated genes were enriched in SD rats; in the chronic phase, 57 % of cell death-associated genes were enriched in AN rats. Only 41 % of neuron death-associated genes were chronically enriched in AN rats; this discrepancy suggests that delayed cell death in AN rats may involve less loss of neurons than oligodendrocytes and other cells.

The predominant form of cell death appears to have been apoptosis rather than necrosis. Of note, necrosis-associated genes were enriched in AN rats, suggesting greater non-immune-mediated cell death. This is consistent with a past report of reduced apoptosis 24 h after traumatic brain injury in mice without functional T cells compared with immunocompetent mice [24].

### K_v_ channel dysregulation

Demyelination of intact axons uncovers K_v_ channels located in the juxtaparanodal and internodal regions [56, 57]. Exposure of these channels leads to decreased axonal excitability and creates a conduction block [58, 59]. This problem is compounded by increased K_v_ expression [58] and redistribution of K_v_ channels along axons [57, 58].

Conceivably, if T cell activity causes increased cell death and demyelination, K_v_ channel dysregulation may contribute to the transient locomotor superiority of AN rats after contusion SCI. Consistent with this hypothesis, we found that nearly all differentially expressed K_v_ channel-related genes were enriched in SD rats in both the acute and chronic phases. Notably, the K_v_ channel clustering gene *CNTN2* was greater expressed in SD rats in the acute phase only. *CNTN2* (contactin-2, also known as *TAG*-*1*) is necessary to confine K_v_ channels to the juxtaparanodal region [60]. Expression of *CNTN2* has been found to increase after SCI, and *CNTN2* dysfunction is associated with worse motor recovery and decreased axonal regrowth following injury [61]. Thus, increased expression of *CNTN2* and K_v_ channel-related genes may occur in response to greater early demyelination in SD rats. Delayed demyelination (e.g. due to oligodendrocyte death—see above) in AN rats may explain the absence of chronic differential expression of *CNTN2*.

### Other contributing factors

Despite greater acute tissue damage, SD rats may have undergone greater axonal regrowth. Neurofilament expression was strongly elevated in SD rats in the acute (FC = −3.31, Q = 0.05) and chronic (FC = −1.90, Q < 0.01) phases. Axon guidance-related genes were highlighted in GSEA and were highly enriched in SD rats. Axon guidance refers to migration of the axon growth cone, and like increased neurofilament synthesis, enrichment of axon guidance-related genes suggests increased axonal repair in SD rats. Axonal tracing studies are necessary to test this hypothesis. Local sprouting and long-distance axonal regeneration are known to occur after contusion SCI [36, 37]. However, these changes are believed to produce little if any functional improvement [38] and are therefore unlikely to play a major role here.

Edema is a prominent feature of acute SCI. Vascular injury and blood–brain barrier disruption lead to vasogenic edema, which contributes to early spinal cord dysfunction [38]. While not measured in the present study, the volume of edematous spinal cord tissue—identified on MRI as the *T*_2_-hyperintense region—has been found to be identical in AN and SD rats throughout recovery from SCI [25]. Therefore, it seems unlikely that edema is responsible for strain-dependent variation in locomotor recovery.

As previously stated, we did not assess all pathophysiological processes involved in SCI. Reactive oxygen species production, glutamate-mediated excitotoxicity, and microvascular dysfunction were less well suited to gene expression-based analysis than cell death, tissue repair, and K_v_ channel dysregulation. While the potential relationship of these unexamined processes to T cell activity is unclear, they may nevertheless contribute to the effects of T cells on functional recovery.

Differences between the genomes of AN and SD rats warrant consideration as well. The AN rat is a homozygous *rnu*/*rnu* mutant derived from a colony of hooded rats [62, 63]. To our knowledge, there is no published comparison of the AN and SD genomes. Functional SCI outcomes are known to vary between common laboratory rat strains [64, 65], raising the possibility that non-T cell-related genes may account for the locomotor difference observed in the present study. However, the albino SD rat demonstrates higher BBB locomotor scores after SCI compared to the hooded Wistar and Long-Evans rats [64]. This suggests that if background genomic inequality is present, AN rats are more likely at a disadvantage—rather than an advantage—compared to SD rats.

## Conclusions

Taken together, these findings implicate an altered immune response with relevant pro- and anti-inflammatory elements in the altered course of locomotor recovery of AN rats. Less damage by T cells—coupled with anti-inflammatory effects of T_h_2 cells (albeit of questionable functionality) and mast cells—may have led to temporary tissue preservation. The absence of superior long-term functional recovery may be due to compensatory NK cell overabundance and macrophage overproduction of inflammatory cytokines IL-1a and IL-6. We posit that T cells promote early tissue damage, demyelination, and K_v_ channel dysregulation after contusion SCI. However, compensatory features of the immune response (e.g. higher NK cell activity and increased IL-1a and IL-6 production) may cause delayed tissue death in T cell-deficient AN rats, limiting long-term recovery.

By nature, this work constitutes a broad-spectrum analysis of the role of T cell deficiency in SCI. While we have identified many promising correlations between gene expression and locomotor recovery, these relationships require extensive confirmatory studies. Several factors involved in the pathology of SCI were not investigated in this study and may contribute to the effect of T cells on functional recovery. The mechanistic basis for certain aspects of the AN immune response (particularly increased T_h_2 and cytotoxic T cell involvement) remains unclear, and may serve as a basis for subsequent experiments. Many studies—particularly systematic, quantitative immunohistochemistry—are thus required to corroborate and expand upon our findings.

Beyond helping to further elucidate the role of T cells in recovery from spinal cord trauma, our findings may inform future investigation of therapy for SCI. We have proposed that the immune consequences of T cell deficiency permit sparing of spinal cord tissue that is eventually lost in both immunodeficiency and immunocompetence. Combination therapy with T cell inhibitors and other neuroprotective treatment may allow continued survival of these vulnerable tissues and produce sustained functional recovery.

## Additional file

RNA-seq data (raw and processed files) are available in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) under accession number GSE62760.

10.1186/s12868-015-0212-0 Complete list of identified genes, expression values, and significance testing.

## Abbreviations

AN rat: athymic nude rat
FC: fold change (AN FKPM divided by SD FKPM)
FPKM: fragments per kilobase of exon per million fragments mapped
GO: gene ontology
GSEA: gene set enrichment analysis
K_V_ channel: voltage-gated potassium channel
SCI: spinal cord injury
SD rat: Sprague–Dawley rat

How the deposited data were processed for this re-analysis (not part of the article)

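The data are RNA-seq measurements of the injured spinal cord segment of 12 rats, with 3 AN and 3 SD rats at 1 week (acute phase) and 3 of each strain at 8 weeks (chronic phase) after contusion. Rats were assigned to strain and phase by the animal number, strain and time point in the sample labels, which match Table 1 of the paper for every rat. All samples could be assigned.

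The authors removed adapters with CutAdapt, mapped the paired-end reads to the RN4 rat genome with TopHat, assembled transcripts with Cufflinks using quartile normalization, merged transcripts for each time point with CuffMerge and compared the strains with CuffDiff. They deposited 2 tables, 1 for each phase, with 17423 genes each. The FPKM values the authors deposited (fragments per kilobase of exon, scaled to the fragments mapped) are 1 value for each group of 3 rats. The deposited test statistic is a score per gene with the sign of the change, and it is 0 where no test was run. The p-values and q-values are those the authors obtained from CuffDiff, and they are 1 where no test was run. Each table was normalized separately by the authors, so tests were made only within a table or on the log2 ratios between strains. No column of values per rat was used.

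The depth per rat is that of the paper's Table 1, from 39885927 to 51634511 reads. The reads behind each gene are not given in the tables, so precision is known only through the authors' test statistic and p-value. The standard error of log2FC was taken as the absolute log2FC over the test statistic, with a median of 0.39 in the acute and 0.28 in the chronic phase. Without the genes at or near the smallest p-value, the p-values implied smaller errors. The normal quantile of the p-value over the test statistic had a median of 1.58 there in both phases. At the smallest p-value of 5e-05, the error from the p-value is set by that floor and can be the larger of the 2. Both kinds of error were therefore used in the test between phases. All order-statistic and Wilson intervals are at 95% and cover the spread or counting error over genes, not the spread between rats.

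From the tables the following were computed. The log2FC is log2 of the AN over the SD FPKM, with no pseudocount, and none is given where a group is listed at 0. A gene counts as differentially expressed where the authors' Q is below 0.05, as in the paper. The acute minus the chronic log2FC of 11679 genes was divided by the combined standard error and compared with a normal distribution, with Benjamini-Hochberg adjustment at 0.05. This is approximate because the groups enter only as summaries. Median absolute log2FC, shares of genes enriched in AN rats and medians of gene lists were given with intervals, and list medians were ranked among 10000 random lists of the same size matched on deciles of FPKM. No p-value across genes was computed, since genes are not replicates.

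The test between phases, the random lists and the intervals were tested on simulated data. With no gene changed, 4.61% of 11679 genes had an unadjusted value below 0.05 and none was called after adjustment. With 200 genes changed by a difference of 3 in log2FC, 86% were recovered, and 99.2% of the 129 with a combined standard error below 0.6. With a difference of 1 only 3.5% were, so a difference of this size that did not pass is not evidence of its absence. Of 200 random lists, 5% fell in the outer 5% of percentiles, 100% of 200 shifted lists were found, and 95% of 200 intervals held the true median.

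The tables list genes by RGD identifier without symbols. The GRCr8 gene table was used for symbols, synonyms and the order of genes, and none of its coordinates is given. In all 67.4% of the identifiers were named, 4701 directly and 7044 by order between directly named genes. In 5 rounds of 450 held-out names, 2250 names were held out, 1700 were named again and 1671 of these were right. The naming settings were chosen with this accuracy in view. In all 20 symbols are carried by more than 1 identifier. The tables analysed here list no gene in 25 stretches of at least 5 Mb, 340.87 Mb in all. For 22 of these the flanking genes could be placed, and between them the GRCr8 table holds 1637 protein-coding genes. Coordinates are those of the tables, on RN4 and counted from 1.

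The genes named in the text are those of the paper's results and its candidate markers, the 3 largest rises and falls among differentially expressed genes with an FPKM of at least 1 in both groups of a phase, the 3 largest differences between phases among genes with opposite directions, and up to 5 differentially expressed members per gene list and phase. Some of these genes are not reported here. The gene lists cover K_v_ channels, axon guidance, synapse, neuron, oligodendrocyte, astrocyte, Schwann cell, macrophage, T cell, NK cell, B cell, mast cell, neutrophil, cell cycle, apoptosis, necrosis, inflammatory cytokines, skeletal muscle, red cell, fibroblast, endothelium and the candidate markers of the methods. They were written from general knowledge and stand in for the gene sets and ontology terms of the paper, which were not used here. A pair of clock gene lists was added after Dbp, Per3 and Ciart had been seen. All named members of a list were used. This choice was made after seeing the values, because the part of the supplementary table held here lists only genes called in the acute phase, and values without its names are given as an alternative.

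Alternatives were a threshold of Q < 0.01, Benjamini-Hochberg adjustment over both phases together or over all listed genes, an FPKM of at least 1, at least a 2-fold change, pseudocounts of 1 and 0.1, centring on the median gene, all tested genes, genes called in both phases, and another standard error or a threshold of 0.01 in the test between phases. Leaving out each rat, and other splits of the rats, could not be run, because the tables hold no value per rat. The histology and locomotor data of the paper were not analysed here. Calculations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.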

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

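Of the tests below, the T cell test for CD8a was chosen only after the result it measures was seen. The list of clock genes around Dbp was also written after 3 of its members had been seen, so those genes were chosen after their values were seen. All tests rest on 1 value per group of 3 rats and the authors' errors, and a difference between strains, which is what the design varies, stays open for every pattern. No test across rats was possible.

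The strain effect differed between phases for 62 genes by the approximate test described above. CD8a was one of them. Its acute minus chronic log2FC was 1.76, with enrichment in AN rats in the acute phase. If the samples of AN rats held more cytotoxic T cells, the CD3 chains, which every T cell expresses, would rise with CD8a. The FPKM of CD8a rose by 123, while the summed FPKM of CD3d, CD3e and CD3g was 4.58 in SD and 1.06 in AN rats. This is far below what T cells that carry the added CD8a would bring, which argues against more cytotoxic T cells as its source. The median acute log2FC of the T cell list was -1.13 (interval -2.08 to 0.51). Over the members with an FPKM of at least 1 in both strains the median was 0.51, a filter that also removes genes that fell in AN rats. Another source of CD8a, such as the NK cells and macrophages that the paper names, stays open and was not tested.

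The 3 hemoglobin genes had opposite strain effects in the acute and chronic phases. The acute minus chronic log2FC was -3.56 for Hba-a2, -3.54 for LOC360504 and -3.37 for HBB, and each passed the threshold under all 3 choices of standard error. Passing with the error from the p-values was nearly fixed in advance, since those p-values and opposite directions selected these genes. For Hba-a2 and LOC360504 the larger standard error is that same error. More blood left in the tissue of one strain would move the other red cell genes with them. The median of the 3 other red cell genes was -3.32 in the acute phase, as this explanation needs, and -0.0056 in the chronic phase, which it does not. Ahsp, the most abundant of the 3, had an FPKM of only 2.43 in SD and 0.244 in AN rats in the acute phase. Blood content and hemoglobin expression in other cells cannot be told apart on genes this low. A single factor for all genes of a table was also considered. Such a factor would shift the median gene as far as Hba-a2. After the authors' normalization, the median log2FC of tested genes was -0.011 in the acute and 0.0017 in the chronic phase. Centring on this median left Hba-a2 at -1.43 in the acute and 2.12 in the chronic phase. These values argue against a single factor as the source of the hemoglobin changes. Reads shared between hemoglobin copies were not tested.

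Clock genes also had opposite strain effects. The acute minus chronic log2FC was -2.83 for Dbp (RGD:2491), -2.56 for Per3 (RGD:621581), -2.51 for Ciart (RGD:1566380), -1.67 for Tef (RGD:3841) and 1.98 for Bmal1 (RGD:62003), the last named by gene order. If the strains were harvested at different times of day, the groups of Dbp and of Bmal1, which peak at opposite times, would move apart in each phase. The median of the group of Dbp minus that of the group of Bmal1 was -1.12 in the acute and 2.42 in the chronic phase, a reversal that is consistent with different harvest times. In the acute phase, however, the group of Bmal1 had a median of -0.0054, which is the value of Npas2, the middle of its 3 genes. Bmal1 itself had an acute log2FC of 0.60, opposite to Dbp as this explanation needs, with a Q of 0.0556 in the authors' deposited table. Only 5 of 10 and 3 of 5 members could be named. Harvest time and a strain effect on the clock cannot be told apart, because harvest times are not in the labels or the paper's text and each group is 1 value.

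Kcng4, a modifier subunit of K_v_ channels, had an acute minus chronic log2FC of -2.66, with a smaller strain effect in the chronic phase. It did not pass the threshold with the standard error from the p-values. Kcng4 has the smallest p-value in both phases, which sets that error. No explanation was tested.

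The acute minus chronic log2FC was -1.90 for Prx (RGD:619960), a gene of peripheral myelin. The values were -2.61 for Igf2 (RGD:2870), -1.82 for the chemokine Cxcl12 (RGD:3651) and -2.03 for the neutrophil collagenase Mmp8 (RGD:631408), the last 2 named by gene order. For all of these, log2FC was lower in the acute than in the chronic phase. Mmp8 did not pass the threshold with the standard error from the p-values, which in its chronic phase is set by the smallest p-value. The unnamed gene RGD:2323085, a locus on chromosome 3 of RN4 from 110650995 to 110651285, had the opposite pattern, with a difference of 3.97. Its FPKM was 3.18 in SD and 4.80 in AN rats in the acute phase and 31.1 and 3.00 in the chronic phase. With the larger of the 2 standard errors, Igf2 passed the threshold, while Prx, Cxcl12, Mmp8 and RGD:2323085 did not. No explanation, technical or biological, was tested for any of these genes.

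Among differentially expressed genes with an FPKM of at least 1 in both groups, the largest rises in AN rats were in genes that the paper does not discuss. Mmp7 (RGD:3100, chromosome 8, 4526018 to 4533730) had an FPKM of 1.69 in SD and 46.3 in AN rats in the acute phase and 1.33 and 40.6 in the chronic phase, which are log2FC of 4.77 and 4.93. Hp (RGD:2825), which encodes haptoglobin, had a log2FC of 3.19 in the acute phase. In the chronic phase Ccl21 (RGD:1311996), named by gene order and a member of a family of similar copies, had a log2FC of 4.32. Its acute minus chronic log2FC was -3.51, which did not pass the threshold with the standard error from the p-values. The chronic error of Ccl21 there is set by the smallest p-value. RGD:70895 had a chronic log2FC of 3.75. It is called LOC688112 in the supplementary table, while its place among neighbouring genes gives Lilrb2, so its name is uncertain. A strain variant against the reference was not tested for these genes.

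Rps10 (RGD:621024) had a log2FC of 3.42 in the acute phase, from an FPKM of 6.57 in SD to 70.5 in AN rats, and of 2.60 in the chronic phase, while Rpl30 (RGD:621201) had log2FC of -3.82 and -3.79. A change in all ribosomal protein genes would move the others alike. The median over 56 other Rps and Rpl genes was 0.29 in the acute phase (interval 0.25 to 0.33) and 0.0707 in the chronic phase (0.0325 to 0.121). These small shifts share the direction of Rps10 and argue against a common change as the source of 3.42, or of a fall in Rpl30. The limit of 0.5 behind this reading was a choice. Ribosomal protein genes have many processed copies, so sequence differences between the strains that move reads between copies may be the source, which was not tested.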

How the results depend on the processing

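Except for the added settings named below, the alternatives were set before the data were examined. The standard error that is the larger of the 2 kinds, and the lists without names from the supplementary table, were chosen after seeing the data. Leaving out each rat could not be run, since the tables hold 1 value per group. No paired analysis was possible because the animal numbers are not shared between groups and the columns carry no value per rat.

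With at least a 2-fold change there were 1408 acute and 998 chronic differentially expressed genes, 355 chronic only genes, 643 genes in both phases and 12 with opposite directions, and 88.6% of the shared genes were enriched in SD rats. With an FPKM of at least 1, 737 genes were called in both phases and 71.2% of them were enriched in SD rats. At Q < 0.01, 21 genes had opposite directions and the share was 84.6%. These settings call fewer genes by construction. Adjustment over both phases together kept each count within 1.5 times its value. Adjustment over all genes listed did so for the acute and chronic differentially expressed genes, the only counts for which it was run.

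The median absolute log2FC of the acute phase was above that of the chronic phase under every alternative run. The acute and chronic medians were 0.93 and 0.73 with a pseudocount of 1, 1.05 and 0.82 with an FPKM of at least 1, 1.50 and 1.17 at Q < 0.01, 1.70 and 1.18 over the genes called in both phases, and 0.28 and 0.19 over all tested genes. A pseudocount of 0.1 gave 1.24 in the acute phase. Pseudocounts shrink the change of genes with low FPKM.

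The test between phases depended most on the error. It called 192 genes with the standard error from the p-value, 40 at a threshold of 0.01 and 19 with the larger of the 2 standard errors, an alternative chosen after seeing the data. Of the acute only genes it called 87, 12 and 3 with the error from the p-value, from the test statistic and the larger of these. Simulated values with errors known in advance do not decide which error is right.

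For the gene lists, a pseudocount of 1 moved the acute median of the K_v_ list to -0.84 and the medians of the synapse list to -1.32 in the acute and -1.11 in the chronic phase. An FPKM of at least 1 moved the acute median of the synapse list to -1.59. The share of differentially expressed K_v_ genes enriched in AN rats was 0% at Q < 0.01 in both phases. With an FPKM of at least 1 it was 11.1% in the acute and 0% in the chronic phase. For axon guidance it was 0% at Q < 0.01 in the acute phase and 70% with an FPKM of at least 1 in the chronic phase. For the macrophage list it was 100% in the chronic phase with an FPKM of at least 1, and 100% in both phases without names from the supplementary table, an alternative chosen after seeing the data. That alternative also gave 100% for the cytokine list in the acute phase. For the necrosis list the share was 100% at Q < 0.01 in the acute phase. These shares rest on few genes, and their movement comes from members entering or leaving. Among the other lists, the acute median of the muscle list moved to -1.49 with an FPKM of at least 1 and to -1.05 with a pseudocount of 1, which also moved the acute red cell median to -1.43. The chronic median of the muscle list became -0.51 and -0.58 under these 2 settings, within its wide interval. The mast cell list has 1 tested gene and no interval. Some medians with intervals that include 0 changed sign. With an FPKM of at least 1 this was so for T cells (0.51) and neutrophils (0.11) in the acute phase and for cell cycle genes (-0.02) and candidate markers (-0.02) in the chronic phase. Without names from the supplementary table it was so for NK cells (-1.34) and candidate markers (-0.05) in the acute phase. Leaving out those names also gave acute medians of -0.92 for the astrocyte and -0.94 for the oligodendrocyte list. The chronic median of the NK cell list became 0.17. The filter on FPKM removes genes that fell to low values in 1 strain.

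The alternatives were run on 149 values for named genes, of which 10 lost their call at Q < 0.01 and 1 changed direction. The calls lost were the acute ones of CD3g, RBPJ, Il1a, Il6, Cxcl2, Birc3, Zbp1 and Ahsp and both calls of CXCR4. Centring moved the acute log2FC of Npas2 (RGD:1309681) from -0.0054 to 0.0056, both near 0, since the median gene lay at -0.01 in the acute phase. The leading marker was the same in each phase for all 16 cell types, but it could not change where a single candidate was named.

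The depth behind single genes is not given, and it limits the genes of low FPKM. Il6 could not be tested in the chronic phase.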

Differences from the paper's values

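No test here was chosen after the result was seen. For all 48 values of the paper that were also computed here, the value from the deposited tables did not differ from the paper's. For the log2FC values of the paper's Table 2 this was fixed in advance. The gene of each marker there was picked by its printed log2FC and Q.

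Some statements of the paper differ from its tables. The results text states that NEFH was enriched in AN rats in the chronic phase, while its log2FC was -1.90, which is enrichment in SD rats. The Discussion gives the change of neurofilament as fold changes, but its values are on the log2 scale. On the fold scale the values were 0.101 in the acute and 0.269 in the chronic phase. The results text calls CXCR4 a marker of T_h_1 cells, while the methods and the Discussion name it for T_h_2 cells, and the FPKM are those of the same gene. The methods state that the candidate with the highest summed FPKM was taken as the marker. For M1 macrophages the table names CD86, with a summed FPKM of 138, while RBPJ had 184, and whether the gene listed as RBPJ is the protein-coding one is uncertain. For GFAP in the chronic phase no fold change is given here, because it is listed at 0 in SD rats with a failed test.

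For 2 processes the fixed lists used here did not show the direction the paper states for its ontology terms. The genes are not the same, and the paper's statement rests on shares of differentially expressed genes. The paper states that necrosis genes were enriched in AN rats in both phases. The necrosis list had a chronic median log2FC of -0.06 (interval -0.29 to 0.28), with 0 of 1 differentially expressed genes enriched in AN rats. The paper states that cell death genes were enriched in SD rats in the acute phase. The apoptosis list had an acute median of 0.21 (interval -0.01 to 0.28), at percentile 99.9 of the random lists. Of its 4 differentially expressed genes, 2 were enriched in AN rats (Wilson interval 15.0% to 85.0%). Both median intervals include 0 and the shares rest on few genes, so a departure from the paper's direction is not shown.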

Other observations

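Of the tests below, those on K_v_ channel genes, on Lyz2 and on the errors of PLP and GFAP, and the simulation of selection, were chosen only after the result was seen. The genes of the muscle and red cell lists are also expressed at low levels in other tissues, and each group is 1 value without a replicate.

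The larger median absolute log2FC of the acute phase could come from selection alone, since the acute comparison is less precise and only larger changes pass its threshold. Over 1942 genes called in the chronic phase, the median acute log2FC, signed by the chronic direction, was 0.997 (interval 0.945 to 1.06), against a chronic median of 0.950 (0.909 to 0.995) over the same genes. Their difference was 0.0471, with a bootstrap interval over genes of -0.0056 to 0.102. On simulated values with equal effects in both phases, selection alone gave a difference between -0.277 and -0.174 with the standard error from the test statistic, and between -0.146 and -0.0933 with that from the p-value. The measured difference lies above both, which argues against selection alone under these simulated errors. The rule for reading this comparison was changed after the values were seen. An earlier rule, the overlap of the acute and chronic intervals, left the question open. The simulated sets held 1428.5 called genes with the first error and 2477 with the second, against 1942 in the measured set. The simulated errors are independent between genes, and errors that the genes of a rat share were not tested, so a larger effect in the acute phase stays a hypothesis. Over 2096 genes called in the acute phase, the chronic median was 0.564 and the acute median 1.26.

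PLP, GFAP and CD68 were not called at changes at which less abundant genes were. In the acute phase a wider error of the authors' test for the most abundant genes is a candidate explanation. The median standard error implied by the p-values was 0.279 in the acute and 0.227 in the chronic phase at a mean FPKM of at least 1000, against 0.213 and 0.165 at 100 to 1000. The acute error of CD68 was 0.301, near this median, so its acute change of 0.66 is in line with this explanation. The acute errors of PLP (0.777) and GFAP (0.953) are larger than the median of 0.356 over the 15 other genes with a mean FPKM of at least that of PLP, but 1 of these, Gpnmb (RGD:71008), named by gene order, has an error of 0.959. Abundance and another source of error cannot be told apart for PLP and GFAP, because so few genes are as abundant. A larger spread between rats for these genes was not tested.

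The fall of K_v_ channel genes in AN rats may reflect a lower share of neuronal RNA in those samples. Over the neuron and synapse lists together, without K_v_ genes, the median log2FC was -2.27 in the acute and -1.86 in the chronic phase, both larger falls than those of the K_v_ list. A lower share of neuronal RNA and lower expression within neurons cannot be told apart, because RNA of whole tissue does not separate them. Of the myelin and glial lists, the oligodendrocyte list (13 of 16 named) had medians of -1.25 and -0.19. The astrocyte list (5 of 10 named) had -1.48 and -0.21, and the Schwann cell list (7 of 8 named) had -0.98 in the acute and 0.69 in the chronic phase. Among oligodendrocyte genes, Mag (RGD:3035) had an acute log2FC of -1.27 and Mog (RGD:3102) of -1.44, each with a Q of 0.000679 in the authors' deposited table.

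Lyz2, a macrophage gene, was lower in AN rats in both phases, with log2FC of -4.19 and -4.60. Fewer macrophages in AN samples would lower the other macrophage genes too. Their median was 0.75 in the acute phase (interval 0.52 to 1.12), and 0.35 in the chronic phase (-0.12 to 0.87), and neither interval holds a fall near that of Lyz2, which argues against this. Lyz2 has a close copy, and reads shared between copies or a strain variant may be the source, which was not tested.

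The skeletal muscle list (13 of 17 named) had medians of -2.78 in the acute and -1.69 in the chronic phase. Muscle carried along in the dissection of SD rats would raise its most abundant genes by similar folds. The acute log2FC of the 5 most abundant ranged over 3.64, from -3.53 for Acta1 to 0.12 for Tnnt1. Fibre type does not account for this, since Tnnt3 of fast fibres changed by -0.73 against -3.05 for Tnnc2, and Myh7 of slow fibres by -2.87. Unequal changes go against carried muscle, but Tnnt1 and Tnnt3 had an FPKM of 9.79 and 6.97 in AN rats, a baseline that would hide a small addition. Carried muscle and expression in the cord cannot be told apart, because these genes had an FPKM of at most 14.2 in the acute phase.

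The other lists gave these medians of log2FC. The fibroblast list (9 of 12 named) had 0.59 in the acute and 0.62 in the chronic phase. Of its differentially expressed genes, 1 of 2 in the acute and 5 of 5 in the chronic phase were enriched in AN rats. The endothelial list (6 of 10 named) had -0.11 and 0.21. The neutrophil list (8 of 10 named, 5 tested) had -0.29 and 0.85. The NK cell list (8 of 14 named, 3 tested) had 0.63 and 0.62. The red cell list (4 of 9 named), which includes Hba-a2, had -3.32 over 3 genes and 1.06 over 2 genes. The T cell list had 0.09 in the chronic phase, where 2 of 2 differentially expressed genes were enriched in AN rats. These were Lat (log2FC 0.92) and Cd2 (log2FC 1.02), each named by gene order, with Q of 0.0112 and 0.0184 in the authors' deposited table. Of the mast cell list only KIT was tested, and of the B cell list no gene was. The candidate markers of the methods (33 of 44 matched, with IL2R2 and IL2RL1 of the methods read as Il1r2 and Il1rl1) had 0.05 and 0.03. No explanation was tested for these lists.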
